A study of Mus musculus with 8 samples. Its data were reported in "Genetic disruption of the circadian gene Bmal1 in the intestinal epithelium reduces colonic inflammation" (2025).

How the data were processed

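Bulk RNA sequencing was carried out on epithelial crypts of the mouse colon collected at zeitgeber time (ZT) 0, 6, 12 and 18 h, where ZT0 is the time at which the lights go on. Each time point had 2 libraries, named replicate 1 and replicate 2 after their labels, so that 8 libraries were analysed. Figure captions of the study give more mice per time point than that, and whether further samples entered its results is not stated. The labels describe the libraries of a time point as separate samples and name no batch.

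According to the methods of the study, the authors sequenced the libraries as paired-end reads, aligned them with STAR to the mouse genome build GRCm38 and used DESeq2 for differential expression; the gene annotation and the counting of reads per gene, strand use included, are not stated. The authors deposited 1 table of 14247 genes. Its 8 library columns hold a signal that the authors made by dividing the read count of each gene by 1 size factor per library, here called the normalised count. The deposited values of each library were whole multiples of the value of 1 read, so whole reads were recovered from the steps between low values; 100% of the values came out whole in each of the 8 libraries. The mean column of the deposited table equalled the mean of the 8 normalised counts. The remaining columns were deposited by the authors as a log2 fold change with its standard error, a test score, a p-value and an adjusted p-value. The header does not name their contrast, which was identified from the values as ZT18 over ZT0. The lowest mean in the table was 6.55 normalised counts, so genes below that level were not analysed here. Gene identifiers were matched to the GENCODE M21 annotation of GRCm38: 14244 of 14247 matched, and 149 symbols differed, for which the symbol of the deposited table was used. No library column of the table lacked a sample.

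Recovered reads ranged from 14722342 in ZT12 replicate 2 to 25159440 in ZT18 replicate 1, with a median of 17507372. A count of 0 was taken to allow up to 3 reads, which corresponds to between 2.41 normalised counts in ZT18 replicate 2 and 3.70 in ZT6 replicate 1. These limits cover counting error only, since reads without molecular identifiers are not independent molecules. With 2 libraries per time point, the spread between libraries and not the depth sets the precision of most comparisons.

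Because the deposited values are normalised, the model fixed beforehand for such values was used: limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) on log2(normalised count + 1), in R 4.3.3, for genes with a mean of at least 10, which left 13503 genes. A fold change on this scale understates the change of low genes. All 8 libraries entered 1 fit with a mean per time point, so that the time points shared 1 estimate of the spread. The fit gave an F-test over the 4 time points and the 6 contrasts between them. Rhythms were tested by a cosine and sine term with a period of 24 h, whose fitted amplitude is the distance from the mean to the peak on the log2 scale, and by a rank test in the manner of JTK, the method of the study. The rank test compared the order of the 8 values with 4 cosine orders, covering 8 phases in steps of 3 h, by exact two-sided enumeration. Its smallest possible p per gene, corrected for the 4 orders, was 0.0190 for peaks at the sampled times and 0.114 for peaks between them, so that it cannot pass an adjustment over all genes unless many genes reach that value together. P-values were adjusted by the Benjamini-Hochberg method and genes under 0.05 were called. Gene lists were tested with camera, which presets the correlation between genes, with fry, and with camera at an estimated correlation. A score per library was the mean over the genes of a list of their z-scores over the 8 libraries. It stands in for gene set variation analysis, which was not run here. The study ran that analysis on apoptosis gene sets whose members its text does not name, so the gene sets may differ.

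The lists, the tests and the rule for the genes named were fixed before the data were examined. The rule took the 13 clock genes, the 10 apoptosis genes named by the study, and Bak1; among genes called for ZT12 against ZT0 whose libraries did not overlap, the 5 with the largest rise and the 5 with the largest fall; and the 5 called genes in no list with the largest amplitude. Genes named outside that rule are said to be so. Other lists fixed at that time held pro-apoptotic genes, anti-apoptotic genes, genes of the Y chromosome with Xist, early response genes of tissue dissociation, and markers of epithelial cells, colonocytes, goblet cells, stem and proliferating cells, enteroendocrine cells, T cells, B and plasma cells, myeloid cells, endothelium, fibroblasts and smooth muscle. Lists of interferon-stimulated, milk protein, mammary, prostate, Hox and Trim genes were written after a first look at the data; in the interferon, mammary, prostate and Hox families, 1 part held genes whose values had drawn attention and another held further genes of the family.

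The code was tested on simulated counts for the 13503 genes with 200 genes given a rhythm of amplitude 2. Each of the 200 peaked at ZT0 or ZT12, with a log2 change of 4 between these time points. The cosine fit recovered 86.5% of the 200 genes and called 12 unchanged genes, and the F-test recovered 83.0% and called 11. For ZT12 against ZT0, limma recovered 87.5% with 6 unchanged genes called, edgeR 87.0% with 6, and DESeq2 94.5% with 38. The rank test recovered 0 of the 200 after adjustment, and 86.0% at the p within a gene, with 119 unchanged genes called.

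The alternatives fixed beforehand were another filter on low values, TMM rescaling, quantile normalisation, pseudocounts of 0.1 and 10, eBayes without trend, the replicate number as a block, a fit on only the 4 libraries of 2 time points, a minimum log2 fold change of 1, a rank-based score, and leaving out each library. Alternatives added after the data were seen were the edgeR 4.0.16 quasi-likelihood test and DESeq2 1.42.0 on the recovered reads, removal of the GC content and length trend from each library, and scaling to the reads outside the mitochondrial genome. Figures were drawn with matplotlib 3.10.9. Of the 34 genes named by the rule or called between time points, 21 overlap another annotated gene and 11 overlap a protein-coding one, so their counts may hold reads of the neighbour.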

Results

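To follow gene expression in the colonic epithelium over the day, RNA was sequenced from crypts collected at ZT0 and ZT6, in the resting phase of mice, and at ZT12 and ZT18, in their active phase. Each time point had 2 libraries. Total reads were 17522075 and 19695953 at ZT0, 15769362 and 17492669 at ZT6, 17303464 and 14722342 at ZT12, and 25159440 and 21047784 at ZT18, for replicates 1 and 2. The mitochondrial genome took between 6.68% of the normalised counts in ZT12 replicate 1 and 22.2% in ZT18 replicate 1, and the share differed between the ZT18 libraries, where replicate 2 had 9.80%. The 10 highest genes took from 10.3% to 25.5% of the counts of a library.

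Replicates of a time point were not always closer to each other than to other libraries. Across the 13503 genes tested, which are not independent replicates, the correlation of log2 values was 0.919 between the ZT0 libraries, 0.975 at ZT6, 0.950 at ZT12 and 0.922 at ZT18, within a range of 0.895 to 0.975 over all pairs of libraries. Marker lists located part of this spread. The epithelial list stayed between -0.19 and 0.24 (median log2 deviation from the mean of the 8 libraries), whereas the smooth muscle list reached 6.24 and the fibroblast list 4.87 in ZT12 replicate 1. The B and plasma cell list reached 4.34 and the myeloid list 2.74 in ZT0 replicate 2. The T cell list ranged from -2.43 in ZT0 replicate 1 to 1.52 in ZT18 replicate 2, and the endothelial list from -1.60 in ZT18 replicate 1 to 1.77 in ZT12 replicate 1. Among epithelial subtypes, the colonocyte list ranged from -0.19 to 0.34, the goblet list from -0.43 to 0.49, the stem and proliferating list from -0.25 to 0.48, and the enteroendocrine list from -1.25 to 1.29. The list of early response genes ranged from -0.69 in ZT12 replicate 1 to 0.39 in ZT18 replicate 1. The 4 genes of the Y chromosome list found in the table had reads in all 8 libraries.

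**Figure D1:**
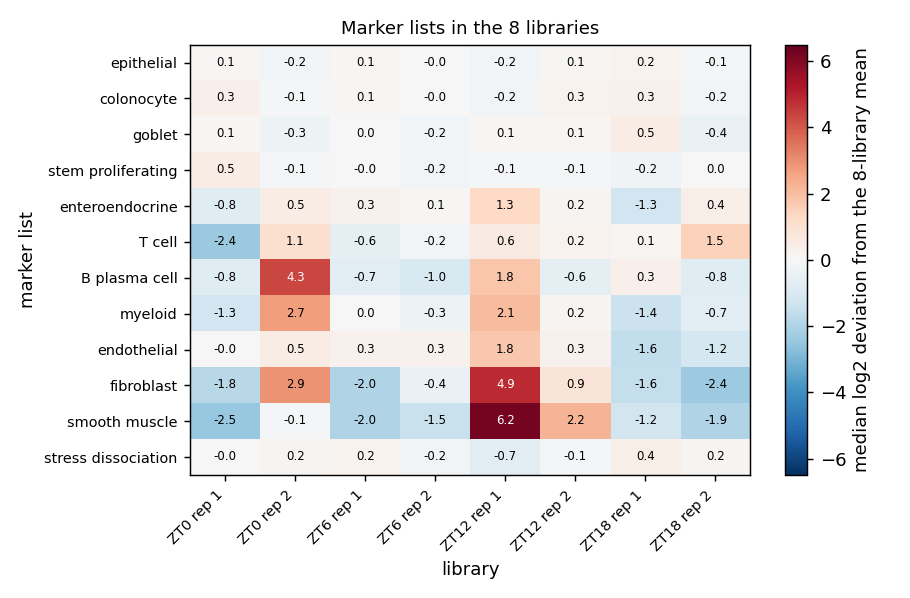
Median log2 deviation of each marker list (vertical axis) from its mean over the 8 libraries (horizontal axis), written in each cell and shown by colour. The smooth muscle list stands at 6.24 in ZT12 replicate 1 and the B and plasma cell list at 4.34 in ZT0 replicate 2, while the epithelial list stays between -0.19 and 0.24.

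The first question was whether the molecular clock could be followed in these libraries. Arntl, which encodes BMAL1 (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126, plus strand), had 1318 ± 395 normalised counts at ZT0, 618 ± 86.2 at ZT6, 368 ± 95.6 at ZT12 and 724 ± 107 at ZT18 (SD, n = 2 each). Its log2 fold change from ZT0 to ZT12 was -1.83 (SE 0.27), with both ZT12 libraries below both ZT0 libraries. The limma adjusted p of Arntl was 0.0717 for that contrast and 0.0831 in the 24 h cosine fit, with a fitted peak at 23.5 h, so that it did not pass the threshold over all genes. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203, plus strand) rose from 24.1 ± 3.79 normalised counts at ZT0 to 1353 ± 339 at ZT12 (SD, n = 2 each). Its amplitude was 3.07 with a peak at 10.6 h (limma adjusted p 4.01e-05). Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333, minus strand) had an amplitude of 2.17 and peaked at 8.80 h, with a limma adjusted p of 0.00238. Nr1d2, Per3, Per2 and Cry1 also passed, with peaks at 10.9, 12.1, 15.6 and 19.7 h. Clock had an amplitude of 0.05 (limma adjusted p 0.963), and its sign for ZT12 against ZT0 turned without ZT0 replicate 1. In total, 7 of the 13 clock genes passed when adjusted over all genes tested, and 12 when adjusted over the list alone. For ZT12 against ZT0 these counts were 5 and 11. As a set, the clock genes rose from ZT0 to ZT12 by a median log2 fold change of 0.75, although 5 of the 13 were lower; camera gave a p of 0.000325, fry 0.000764, and camera at an estimated correlation 0.0442.

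**Figure D2:**
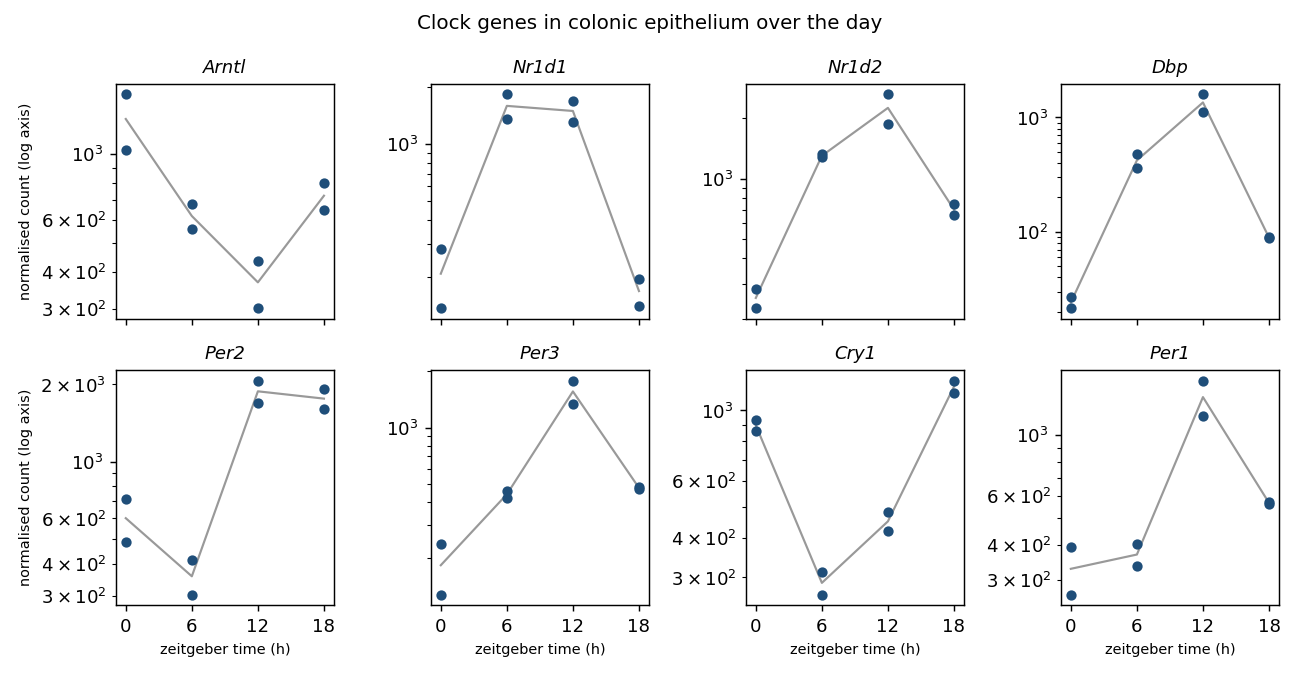
Normalised counts of 8 clock genes (vertical log axis, scaled per gene) against zeitgeber time in h (horizontal axis), with a point per library and a line through the mean of each time point. Arntl falls from a mean of 1318 at ZT0 to 368 at ZT12, and Dbp rises from 24.1 to 1353.

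The study asked which genes are rhythmic in the colonic epithelium. The 24 h cosine fit called 16 of 13503 genes, and 1235 genes had an unadjusted p under 0.05. The alternatives that moved this count most were eBayes without the mean-variance trend, with 1 gene, and DESeq2 on the recovered reads, with 189 genes that included all 16. The count also depended on single libraries and was 6 without ZT12 replicate 2. Of the 16 genes, 7 were in the clock list and 9 in no list, and 10 also passed the F-test over the 4 time points. That F-test called 12 genes, with 949 under an unadjusted p of 0.05. The rank test called 0 genes after adjustment (smallest adjusted p 0.877), with 278 genes under 0.05 at the exact p within a gene. Outside the lists, the 5 called genes with the largest amplitude were Ciart (amplitude 2.36, peak at 11.1 h), Tef (1.78, 12.2 h), Ccdc116 (1.16, 8.74 h), Sprr2a1 (0.93, 3.95 h) and Sgk1 (0.86, 17.0 h). Their limma adjusted p-values ran from 0.00438 for Ciart and Tef to 0.0493 for Sgk1. Sprr2a1 overlaps its close copy Sprr2a2 on the same strand, so its count is uncertain, and Ccdc116 overlaps Ydjc on the opposite strand.

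The time points were then compared in pairs. ZT12 against ZT0 gave 9 genes, all higher at ZT12, and 1345 genes under an unadjusted p of 0.05. The largest rises were those of Dbp (log2 fold change 5.74, SE 0.30, limma adjusted p 0.000137), Ciart (4.59, SE 0.43, 0.00557), Tef (3.56, SE 0.28, 0.00186), Per3 (3.14, SE 0.29, 0.00557) and Nr1d2 (3.13, SE 0.21, 0.000830). No gene was called as falling. Dbp overlaps Sphk2, and Per3 overlaps Camta1. The remaining 4 genes were Nr1d1, Per1, Cipc and 0610005C13Rik, of which the last 2 were named after their values were seen. ZT6 against ZT0 gave 6 genes, 5 higher and 1 lower at ZT6; Cry1 was the lower one, and 557 genes had an unadjusted p under 0.05. ZT18 against ZT6 gave 6 genes, 3 in each direction, with 906 under an unadjusted p of 0.05. ZT18 against ZT12 gave 4 genes, all lower at ZT18, with 1219 under an unadjusted p of 0.05; these were Dbp, Nr1d1, and, named after their values were seen, Gm42047 and the endothelial marker Pecam1. ZT18 against ZT0 and ZT12 against ZT6 gave 0 genes each, with 678 and 915 under an unadjusted p of 0.05 and smallest limma adjusted p-values of 0.0841 and 0.0543. The share of genes whose libraries did not overlap between 2 time points ran from 27.5% for ZT18 against ZT0 to 45.7% for ZT12 against ZT6, where chance gives 33.3%.

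The next question was whether genes of apoptosis follow the time of day, as the study described for lower levels at ZT12. How the study chose these 10 genes is not stated, and it showed them for the same experiment, so a test of them here is not taken as independent evidence. None passed in the cosine fit or for ZT12 against ZT0, whether adjusted over all genes or over the list alone (smallest adjusted p over the list alone 0.247 and 0.136), and 1 had an unadjusted p under 0.05 in the cosine fit. All 10 were lower at ZT12 than at ZT0, with a median log2 fold change of -0.24. Camera gave a p of 0.00235 for this shift, which did not hold under fry (0.0797) or at an estimated correlation (0.118). The median was -0.17 without ZT12 replicate 1 and -0.39 without ZT12 replicate 2. The list has a median GC content of 58.1%, against 50.7% for all genes tested, and libraries differed in their GC trend. Bax (ENSMUSG00000003873, chromosome 7, 45461697 to 45466898, minus strand) had 1283 ± 161 normalised counts at ZT0, 1056 ± 20.9 at ZT6, 808 ± 274 at ZT12 and 907 ± 53.4 at ZT18 (SD, n = 2 each). Its log2 fold change from ZT0 to ZT12 was -0.70 (SE 0.24, limma adjusted p 0.407). Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873, plus strand) had 589 ± 76.6 at ZT0 and 496 ± 6.25 at ZT12 (SD, n = 2 each), a log2 fold change of -0.24 (SE 0.21) with a limma adjusted p of 0.712. The other 8 genes of the list fell by between 0.03 for Unc5b and 1.00 for Ddit3 on the log2 scale, although Bad rose once the GC content and length trend was removed from each library. Bak1, which is not in that list (ENSMUSG00000057789, chromosome 17, 27019810 to 27029009, minus strand), differed by 0.03 on the log2 scale (SE 0.25), with a limma adjusted p of 0.972. The sign of Bak1 turned under quantile normalisation, under scaling to reads outside the mitochondrial genome, and without ZT0 replicate 1 or ZT12 replicate 2. The sign of Unc5b also turned without either of these libraries. Bax overlaps Gm45808 on the same strand, and Bak1 overlaps Ggnbp1 on the opposite strand.

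The score of these 10 genes was 0.33 and 0.32 in the ZT0 libraries, 0.47 and 0.46 at ZT6, -1.35 and -0.39 at ZT12, and 0.46 and -0.29 at ZT18, in SD units. The difference between ZT12 and ZT0 was -1.19, larger than the spread within time points of 0.48, and ZT12 replicate 1 was the lowest library. The exact rank test of the score for a 24 h rhythm gave a two-sided p of 0.800, and under the alternatives it ran from 0.114, with scaling to reads outside the mitochondrial genome, to 1.

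The pro-apoptotic list, which was not chosen on these samples, had 32 of its 33 genes tested. It shares Bax, Bad, Bbc3, Casp8 and Trp53 with the apoptosis genes named by the study, so it is only in part a separate list. Its median log2 fold change from ZT0 to ZT12 was -0.00029, with 16 genes lower, and camera (p 0.374) and fry (0.641) found no shift. From ZT6 to ZT18 the median was 0.06, with a camera p of 0.379 and a fry p of 0.590. No gene of the list passed in the cosine fit, over all genes or adjusted over the list alone, with 3 under an unadjusted p of 0.05. For ZT12 against ZT0, 1 gene passed when adjusted over the list alone and 0 over all genes. The score of this list differed by -0.14 between ZT12 and ZT0, less than the spread within time points of 0.38, with an exact rank test p of 1. The sign of that difference turned without ZT0 replicate 1 or without ZT12 replicate 1. The anti-apoptotic list, with 11 of 12 genes in the table, ranged from -0.19 in ZT0 replicate 2 to 0.03 in ZT18 replicate 2 (median log2 deviation).

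**Figure D3:**
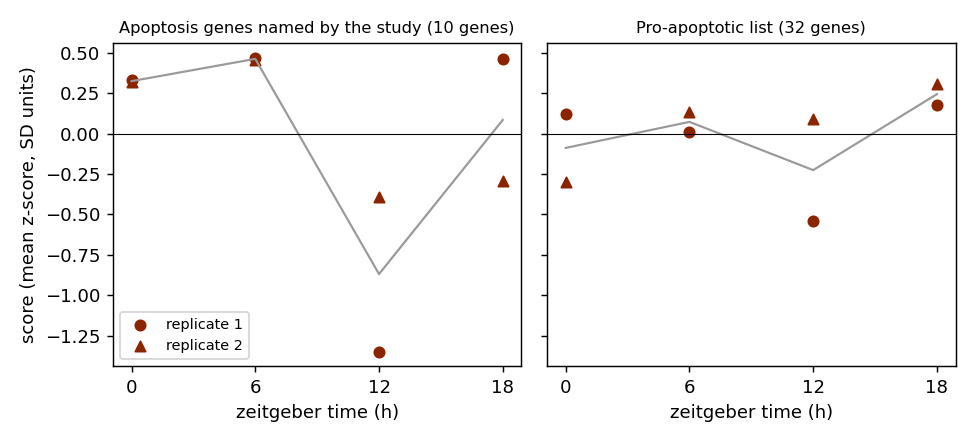
Score of each library (vertical axis, mean z-score in SD units) against zeitgeber time in h (horizontal axis) for the apoptosis genes named by the study, left, and the pro-apoptotic list, right, with a line through the mean of each time point. On the left, ZT12 replicate 1 stands at -1.35 and ZT12 replicate 2 at -0.39, and the ZT18 libraries stand at 0.46 and -0.29.

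In the authors' deposited table, which compares ZT18 with ZT0, 54 genes had an adjusted p under 0.05, 39 higher and 15 lower at ZT18, and 752 had an unadjusted p under 0.05. The limma fit called 0 of these 54 genes of the authors' deposited table after adjustment, 51 at an unadjusted p under 0.05, and gave all 54 the same direction. The libraries of both time points did not overlap for 52 of the 54 genes called in the authors' deposited table. One gene chosen after its values were seen, Csn3, has a log2 fold change of 22.1 with an adjusted p of 0.00260 in the authors' deposited table. Its 400 reads at ZT18 lay in replicate 1, and replicate 2 and both ZT0 libraries had 0 reads, so that this value rests on 1 library.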

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

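The counts of called genes depended more on the model of the spread than on the scaling. TMM rescaling gave the same counts as the deposited normalisation for the cosine fit and for each of the 6 contrasts. Without the mean-variance trend in eBayes, the cosine fit called 1 gene, the F-test over the 4 time points 2, ZT6 against ZT0 0, ZT12 against ZT0 1, ZT18 against ZT6 1 and ZT18 against ZT12 2. With only the 4 libraries of 2 time points in a fit, ZT6 against ZT0 gave 0 genes, ZT12 against ZT0 5 (4 higher, 1 lower), ZT12 against ZT6 12 (9 higher, 3 lower), ZT18 against ZT6 0 and ZT18 against ZT12 1; such a fit has fewer libraries to estimate the spread from.

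The alternatives chosen only after the result was seen were edgeR, DESeq2, removal of the GC content and length trend, and scaling to reads outside the mitochondrial genome. Of these, DESeq2 on the recovered reads called the most genes: 189 in the cosine model, which included all 16 of the limma fit, 217 over the 4 time points, and 25, 135, 56, 44, 68 and 101 genes for ZT6 against ZT0, ZT12 against ZT0, ZT18 against ZT0, ZT12 against ZT6, ZT18 against ZT6 and ZT18 against ZT12. For ZT12 against ZT0, 73 of these were higher and 62 lower. In the simulation DESeq2 also called more unchanged genes than limma, 38 against 6. The edgeR quasi-likelihood test called 12 genes in the cosine model, all among the 16, and 5 for ZT12 against ZT0 and 1 for ZT18 against ZT12. Removing the GC content and length trend from each library gave 4 genes for ZT18 against ZT0, 1 for ZT12 against ZT6 and 1 for ZT18 against ZT12; ZT12 against ZT0 then had 10 higher and 2 lower genes. The cause was not tested for these changes.

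Filters and pseudocounts changed few counts. With no filter on low values, ZT12 against ZT6 gave 1 gene. ZT18 against ZT12 gave 2 genes with a mean of at least 50 and 1 gene at a pseudocount of 0.1. The cause was not tested. A minimum log2 fold change of 1 removed no called gene from the 6 contrasts.

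Replicate numbers did not pair the libraries: the deviations of same-numbered libraries correlated at 0.04, -0.29, -0.04, 0.22, 0.02 and -0.26 for the 6 pairs of time points. With the replicate number as a block, ZT6 against ZT0 gave 3 genes and ZT18 against ZT0 gave 1, and the cosine fit gave 12, all among the 16, with Ccdc116 at an adjusted p of 0.0514. As the numbers do not pair the libraries, a call lost under this block says nothing about the size of an effect.

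Across the 8 fits that each left out 1 library, the cosine fit called from 6 genes, without ZT12 replicate 2, to 18, without ZT0 replicate 2, of which 6 and 11 were among the 16. It called 10 without ZT0 replicate 1, 8 without ZT6 replicate 1, 9 without ZT6 replicate 2, 10 without ZT12 replicate 1, 15 without ZT18 replicate 1 and 10 without ZT18 replicate 2. The rank test gave from 177 to 381 genes at the p within a gene, the extremes being without ZT12 replicate 2 and without ZT18 replicate 1, and 0 after adjustment in each fit. Of the clock genes, 5 to 7 passed over all genes and 12 over the list alone. Contrasts between time points were not called with a library left out, since 1 library then remains in an arm.

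The camera p of the apoptosis genes named by the study stayed under 0.05 in each alternative in which it was run, with 0.0285 as the highest, after removal of the GC content and length trend. Its fry p moved under 0.05 with scaling to reads outside the mitochondrial genome (0.0219) and ranged up to 0.223 elsewhere; the cause was not tested. The number of rhythmic genes of this list, adjusted over the list alone, ran from 0 to 1 with a library left out, the 1 being without ZT12 replicate 2. The median of the pro-apoptotic list for ZT18 against ZT6, 0.0564 in the report, was 0.0469 with TMM rescaling, 0.0473 with quantile normalisation, 0.133 with the GC content and length trend removed, 0.0142 with scaling to reads outside the mitochondrial genome, and from 0.0295 to 0.0706 with a library left out; no setting gave a camera or fry p under 0.05 for it. The score of the pro-apoptotic list changed direction between ZT0 and ZT12 without ZT0 replicate 1 (rank test p 1, difference 0.09) and without ZT12 replicate 1 (p 0.610, difference 0.11), within a range of p from 0.457 to 1. The rank test p of the score of the study list, 0.800 in the report, was 0.457 with TMM rescaling, 0.229 with quantile normalisation and 0.114 with scaling to reads outside the mitochondrial genome. The last value is also the smallest p that this test allows for a peak between the sampled times.

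Of the single genes, Bak1 reversed under quantile normalisation (log2 fold change -0.0149, limma adjusted p 0.985) and scaling to reads outside the mitochondrial genome (-0.0042, 0.997). Bad reversed with the GC content and length trend removed (0.0252, 0.983). The sign for ZT12 against ZT0 also turned without ZT0 replicate 1 for Bak1 (-0.061), Unc5b (0.216) and Clock (0.300), and without ZT12 replicate 2 for Bak1 (-0.253) and Unc5b (0.053). With the GC content and length trend removed, Nfil3 and Per2 passed for ZT12 against ZT0, both at 0.0440. Sgk1 fell short of the threshold under quantile normalisation (0.0677), a pseudocount of 0.1 (0.0566) and scaling to reads outside the mitochondrial genome (0.0653). With a library left out, 22 results of called genes fell short, all of them of Sgk1, Sprr2a1, Ccdc116 or Ciart, and Ciart did so without either ZT12 library. The cause was not tested.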

Other observations

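The tests of single libraries, of the Hox, Trim, milk and prostate genes and of the interferon genes, and the removal of ZT12 replicate 1 for the apoptosis genes, were chosen only after a first look at the data, and the patterns were found and tested on the same 8 libraries.

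The 24 h cosine fit was compared with other assignments of the 8 libraries to the time points. Of 100 assignments drawn from the 315 distinct ones, the real one included, 2 gave as many called genes as the real 16; the other gave 64. The F-test over the 4 time points did not stand apart in this way. Of 100 groupings of the libraries in pairs, drawn from 105 and including the real one, 16 gave at least the 12 genes of the real grouping, and the highest gave 91. Each of the 15 others placed ZT0 replicate 1 with ZT18 replicate 1, and so did the assignment with 64 genes. Those libraries thus share a difference from the other 6 that is not their time point.

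The shared difference includes Hox genes. Hoxb6 (chromosome 11, 96292476 to 96301569) had 22.8 and 12.8 normalised counts in ZT0 replicate 1 and ZT18 replicate 1, against 225 to 1004 in the other 6 libraries. Hoxb4 and Hoxb8 had 0 reads in ZT18 replicate 1 and ZT0 replicate 1, which allows 2.56 and 2.98 normalised counts. Low read depth is argued against, because ZT18 replicate 1 ranked 8 of 8 in total reads. A variant at 1 locus is argued against, because the 8 low genes lie on 2 chromosomes, although Hoxd4 overlaps Hoxd3 and its count is uncertain. Tissue from a different segment of the colon stays open. It would have other anterior Hox genes move with the low genes and posterior ones against them. Over all 8 libraries, as this test was first set, other posterior Hox genes gave a Pearson's r of -0.386 with the low ones (exact permutation p 0.363, 0.605 adjusted over 5 relations; Spearman's rho -0.810, exact p 0.0218; r -0.930 without the 2 libraries farthest from the median). Other anterior Hox genes gave r 0.242 (exact p 0.601, 0.751 adjusted; rho -0.238, exact p 0.582; r -0.696 without those 2). Of these, Hoxd3 and Hoxa6 were lowest in ZT0 replicate 1 and ZT18 replicate 1, at 0 and 7.69 and at 30.8 and 7.69 normalised counts. Hoxd3 may have been seen before the list was written, and without it r was -0.019 (exact p 0.962, 0.962 adjusted; rho -0.357, exact p 0.389; r -0.815 without those 2). Over the 6 libraries outside the pattern, a choice made later, r was -0.930 for the posterior genes (exact p 0.00972, 0.0486 adjusted; rho -0.829, exact p 0.0583; r -0.697 without the 2 farthest) and -0.696 for the anterior ones (exact p 0.122, 0.306 adjusted; rho -0.886, exact p 0.0333; r -0.630 without the 2 farthest). As the result depends on which libraries enter, a segment difference cannot be told apart from another difference between these samples. The posterior Hox genes seen first ran from -1.09 in ZT18 replicate 2 to 0.87 in ZT12 replicate 2 (median log2 deviation). They stood at 0.56 in ZT0 replicate 1 and 0.65 in ZT18 replicate 1, which goes with a segment difference. Hoxb13 was highest in those libraries, at 6405 and 6927 normalised counts against at most 5682 elsewhere. Hoxd13, the other gene, was highest in ZT12 replicate 2, at 1980. As both genes were seen first, they are no separate test. The labels name no segment. Some genes of the colonocyte list also parted ZT0 replicate 1 and ZT18 replicate 1 from the other 6 libraries, which the median of that list hides. Car1 had 25770 and 29320 normalised counts there, against 101729 to 156024 elsewhere. Guca2b was lowest there as well, Aqp8, Ceacam20 and Saa1 were highest, and the other genes of the list did not part them. These genes were named after their values were seen, and no segment was tested with them.

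Uneven segments might add spread between replicates and so lower the number of rhythmic genes. With the mean of the low Hox genes as a covariate, the cosine fit called 30 genes, all 16 of the first fit among them, and the F-test called 31 in place of 12. The median of these genes as covariate also gave 30. A control added after this result weakens it: when a mark for any pair of libraries was the covariate, 2 of the 28 pairs gave 30 or more genes, and the highest gave 75, against a median of 11. The mark for ZT0 replicate 1 and ZT18 replicate 1 gave 26. The pair with 75 genes, ZT0 replicate 2 with ZT18 replicate 2, is no separate control. With the mean, cosine and sine terms, its mark spans the same fit as the mark for ZT0 replicate 1 and ZT18 replicate 1. The other pair, ZT12 replicate 2 with ZT18 replicate 1, gave 66 genes. Because of that pair, the rise with the Hox covariate cannot be told apart from the effect of a flexible term on 8 libraries.

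The lower level of the 10 apoptosis genes at ZT12 was weighed against technical causes. Among 10000 random lists matched on mean, GC content and transcript length, a share of 0.1305 had a median as low as -0.24, against 0.0228 when lists were matched on the mean alone. The libraries differ in their GC trend, with Spearman's rho across genes between GC content and deviation at -0.251 in ZT12 replicate 1 and 0.229 in ZT0 replicate 2. GC content and length bias may therefore account for part of the shift. It is not shown to be the whole cause, since the matched lists had a median of -0.08 and the list stood at -0.20 after the trend was removed, with all genes at -0.04. A lower share of epithelial RNA was not seen in the epithelial list, whose median log2 fold change was 0.045. This does not decide, because the spread of that list, 0.18, is close in size to the shift of -0.24. Its genes also went both ways, with Epcam higher and Krt18 lower in both ZT12 libraries than in both ZT0 libraries. ZT12 replicate 1 alone, the library rich in muscle and fibroblast transcripts, stays open as a cause: the median was -0.169 without it, but 1 library then remains at ZT12, which gives no spread and is itself second highest for the smooth muscle list, at 2.21. A change with time of day stays open, as the set did not pass under fry.

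In ZT12 replicate 1, 15 of the 16 smooth muscle and fibroblast marker genes were higher than in the other 7 libraries. The exception was Synpo2, with 247 normalised counts in ZT12 replicate 2 and 185 in ZT12 replicate 1. The rule written for this test asked for all abundant markers, so it was met but for that gene. Its most abundant ones were Myh11 with 1662 normalised counts, Col3a1 with 988 and Acta2 with 769, against at most 80.7, 199 and 62.3 elsewhere. RNA from muscle and connective tissue cells is a candidate source, as the lists were fixed before the data were examined. A lower share of epithelial cells alone would raise other cell types alike and is argued against by the gap of 5.64 log2 units between the smooth muscle and T cell lists in that library. No biological explanation was tested.

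ZT18 replicate 1 held milk protein transcripts: 1307 reads of Csn1s1, 1227 of Wap, 1070 of Csn1s2a, 852 of Csn2 and 400 of Csn3. In the other 7 libraries these genes reached at most 35.4 normalised counts, so passage of reads from another of the 8 libraries is argued against as their source. RNA from mammary tissue remains possible: 3 of the 7 further mammary genes in the table were highest in that library, where chance gives about 1 in 8. Krt14 rose to 79.5 normalised counts, while Xdh, Trf and Plin2 had at least 209 normalised counts in each library, a level that would hide a small share. Btn1a1 was lowest there, at 26.5, which goes against the source, so the test does not decide. ZT18 replicate 1 also had reads of Y chromosome genes, 1081 of Ddx3y and 1314 of Eif2s3y, so it held RNA of a male animal. Whether the milk protein transcripts came from that animal or from material or reads outside the 8 libraries was not tested. Csn3 is the gene whose large fold change in the authors' deposited table is given in the report. No biological explanation was tested.

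ZT12 replicate 2 held prostate transcripts: 1127 reads of Pbsn, 251 of Pate14, 204 of 9530002B09Rik and 156 of Pate9, with 0 reads of these genes in the other 7 libraries. Passage from another of the 8 libraries is argued against by that 0. RNA from prostate or a neighbouring gland in that library may be the source, but just 1 of the 7 further gland genes in the table was highest in that library, which is about the share that chance gives and by the rule set for this test counts against it. That gene was Tgm4, with 715 normalised counts against at most 24.6 elsewhere. Of the other 6, Tmprss2, Spink1, Fkbp5 and Ceacam10 had at least 364 normalised counts in each library, a level that would hide a small share. Azgp1 and Piezo1 had lower levels, 35.9 to 112 and 114 to 281, and were not raised in this library, which goes against the source. With few genes able to show a small share, the test was taken as undecided. No biological explanation was tested. As a value without explanation, Retnlb had 35885 normalised counts in this library and 14558 in ZT18 replicate 1, against at most 2991 in the other 6.

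Trim12a (chromosome 7, 104299894 to 104315466) and its neighbour Trim5 had 0 reads in ZT0 replicate 1 and both ZT6 libraries. Time of day is argued against, as the ZT0 libraries differed by 826 normalised counts. Read depth is argued against, since 0 reads allow at most 3.70. Reads counted for the near-identical copy Trim12c are argued against as the whole cause, because they would leave the sum of Trim12a, Trim5 and Trim12c level. Its median was lower by 628 normalised counts in the 3 libraries, beyond the spread of 413, with 1213 to 1514 against 1734 to 2978 in the other 5. A part of the reads stays open for that route, as Trim12c had a median of 1477 in the 3 libraries against 1096, though 1213 and 1207 in the ZT0 libraries. A strain or donor variant at the Trim locus could also part the libraries and stays open. The nearby Trim30d had 27.2 to 45.6 normalised counts in the same 3 libraries against 693 to 1386, and Trim34a 31.8 to 55.4 against 82.9 to 169, which goes with such a variant. Trim30d had drawn attention together with Trim12a, so it is no separate test. Outside the Trim list, 15 genes on 10 chromosomes parted the same 3 libraries from the other 5 by over 1 log2 unit, and 1 of them lay within 5 Mb of Trim12a (hypergeometric p 0.0740). That gene, Gm15133, overlaps Trim12a, so the test does not decide. The Trim list ran from -1.61 in ZT0 replicate 1 to 1.92 in ZT18 replicate 1 (median log2 deviation).

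Interferon-stimulated genes were prominent among the genes that the authors' deposited table calls higher at ZT18, Ifi44 and Oas2 among them. To test this beyond that selection, 28 further interferon genes were taken that the authors' deposited table does not call. All 28 were higher at ZT18 than at ZT0, with a median log2 fold change of 0.79, and in 25 both ZT18 libraries lay above both ZT0 libraries, where chance gives 16.7% of genes. A chance selection is argued against by the camera p of 8.79e-25. That p presets a low correlation between genes; fry gave 0.0271 and camera at the estimated correlation of 0.38 gave 0.0254. GC content and length bias is argued against as the whole cause, as the camera p was 6.79e-23 (fry 0.0315) with the trend removed. The median lay between 0.63 and 0.99 with any 1 of the 4 libraries left out, at 0.78 with TMM rescaling and at 0.73 with quantile normalisation. It was 0.52 for ZT6 against ZT0 and 0.20 for ZT12 against ZT0, so ZT0 was the lowest time point. The genes seen first ran from -1.05 in ZT0 replicate 1 to 1.26 in ZT18 replicate 1 (median log2 deviation). RNA brought by more T, B or myeloid cells at ZT18 is argued against as the whole cause, since such cells would bring their own abundant transcripts too. The T cell list rose by a median log2 fold change of 2.32, but from a low level. The highest rise in mean normalised counts among the 30 marker genes of these cells was 75.3, in Cd8a, whereas the 28 interferon genes rose by a median of 446, with a median standard error of 188, and 27 of them rose by more than Cd8a. The B and plasma cell list stood at -1.57 and the myeloid list at -1.10 on the log2 scale. A response of the crypts to signals from such cells was not tested. Whether the interferon genes follow the time of day or a difference between the animals cannot be told apart with 2 libraries per time point, and ZT0 replicate 1 and ZT18 replicate 1 are the libraries that differ in Hox genes.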
